A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Effects of the Yeast RNA-Binding Protein Whi3 on the Half-Life and Abundance of CLN3 mRNA and Other Targets" (2013).

How the data were processed

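Total RNA of mutant budding yeast was set against total RNA of WT cells on 8 Agilent Yeast V2 microarrays. The design puts 8 arrays on a glass slide, with 60-base probes. Per the labels, each array had the mutant RNA in Cy3 (green) and the WT RNA of the same medium in Cy5 (red), and no array had the dyes swapped. The mutants were a deletion of WHI3 (whi3) and a strain with extra WHI3 copies integrated at the WHI3 locus (WHI3x4). The media were YPD, which is rich medium with 2% glucose, and YPE, which is rich medium with 3% ethanol. This gave 4 groups of 2 arrays, named by genotype and medium from the labels. All 8 arrays lay on 1 slide and were read in 1 scan, with the YPD arrays in one row of the slide and the YPE arrays in the other, so that medium and slide row cannot be told apart. Whether the replicates came from separate cultures is not stated.

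Per the file headers, the authors extracted spot intensity values with Feature Extraction 9.5.3.1, which subtracted background, detrended each array and normalized the dyes by a linear and a lowess step. The deposited ratio column holds the log10 of red over green after those steps, each array on its own. The deposited raw intensity columns hold the mean brightness and the median local background of each spot. The deposited flags, which are other values of 0 or 1, mark spots that were outliers, saturated, or well above background in each channel. The authors also deposited a table of log2 ratios per gene. That table averages the spots of a gene, with spots left out that were outliers or not well above background in both channels. It was used as an alternative only, and 6041 of its genes had a value.

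The ratio column was multiplied by −log2(10), which gives the log2 ratio of mutant over WT. Control spots and outlier spots were left out, as were spots well above background in neither channel. Spots of a probe were averaged, and then probes of a gene. The arrays held 12512 gene spots, which were 6256 probes with 2 spots each, for 6228 genes. Of these genes, 6201 had 1 probe, 26 had 2 and 1 had 3. A gene was kept when at least 1 probe was well above background in at least 1 channel on both arrays of at least 1 group, which kept 6053 genes. Positions are those the files give for the sacCer1 build, with probes as the unit measured. Names are those of the files, replaced by current symbols from a RefSeq gene table for 5740 of the genes.

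One limma fit (limma 3.58.1, R 4.3.3) took all 8 arrays with 1 coefficient per group, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment over the genes tested. The prior had 2.60 degrees of freedom and a standard deviation of 0.07 on the log2 scale. A gene was called at an adjusted p under 0.05, and all tests were two-sided. Each group was tested against 0. Since the WT RNA is present only as the other channel, this test leaves out the spread of the control itself, and it is open to dye bias of single genes. Both the shared WT RNA and dye bias of single genes cancel in the contrast of the whi3 arrays with the WHI3x4 arrays if the WT RNA was the same, and dye bias cancels in the contrasts of YPD with YPE within a genotype. The number of arrays limits the precision. No test is named in the methods of the study, so the fit was chosen before the data were examined, as were the gene lists, the screen, the alternatives and the rule for naming genes.

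Genes are named in the text when they are in a list of 10 fixed beforehand from those the study names, when they mark strain or medium, or when they are among the 3 largest rises or the 3 largest falls of a comparison. The last rule required a call, the same sign on both arrays (for the genotype contrast, no overlap between the 4 whi3 and the 4 WHI3x4 arrays) and a measured value in place of a bound. Any gene named outside this rule was chosen after its values were seen, and is said to be so. Bounds for a channel not well above background used the higher of the lowest signal well above background and the probe's own signal on each array, after dye normalization. They are open to dye bias.

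Gene sets were tested with camera from limma at a preset correlation of 0.01. The sets were 261 of the Whi3 targets that the study found by RIP-chip (immunoprecipitation of Whi3 and hybridisation of the bound RNA; 1 target of its list was not analysed here), of which 258 were kept, and 7 lists fixed beforehand. The lists were PDR (drug resistance genes under Pdr1 and Pdr3), PHO (phosphate genes), genes peaking at G1/S, histone genes, genes peaking at G2/M, genes peaking at M/G1, and cytosolic ribosomal protein genes. The 35 pairs of list and contrast were adjusted together, as were the 5 contrasts of the RIP-chip set. The median of a list minus that of the other genes was also set between the 4 whi3 and the 4 WHI3x4 arrays by an exact permutation test over 70 splits, whose smallest two-sided p is 0.0286. A screen counted genes with a mean log2 ratio of at least 1 in whi3 YPD, above 0 in the arrays labelled whi3 YPE and below 0 in at least 1 WHI3x4 group, and the mirror count. It takes the study's rule without the outside data set that the study also used. Correlations across genes were compared with 100 simulations of unchanged groups against 1 shared WT RNA.

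The steps were tested on simulated data with 6053 genes and 200 changed genes. For whi3 YPD the fit called 193 genes, of which 186 were truly changed, and recovered 85.5% of genes changed by 0.5 and 95.5% of genes changed by 1 on the log2 scale. For whi3 minus WHI3x4 it called 203 genes, of which 188 were truly changed. With nothing changed it called 1 gene for whi3 YPD and 0 for whi3 minus WHI3x4. The simulated noise was independent between arrays and took each gene's residual SD from the real fit. Spread shared by the arrays of a group, such as that of the WT RNA, was not simulated. The simulation thus checks the steps and does not show how many real calls are true.

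The alternatives were normexp background correction (offset 50) with loess, centring on the median, no filter on dim probes, a filter that required both channels well above background on all arrays (5517 genes), outlier spots kept, the brightest probe of a gene, the authors' table, the replicate number as a block, only the groups compared in the fit, other set tests (fry and camera with an estimated correlation) and each array left out in turn. With an array left out, its group has 1 array, which is assumed to vary like the other groups. A change of sign where neither value passed the threshold was counted as no change. An analysis of GCAU and CGUA density over whole transcripts needs a genome, and genome sequence was not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.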

Results

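RNA abundance was measured in 2 mutants of the RNA-binding protein gene WHI3, each against WT cells of the same medium. The question was how deleting WHI3 or adding copies of it changes the mRNA of Whi3 targets and of other genes, in glucose and in ethanol medium. There were 4 groups with 2 arrays each: whi3 YPD, whi3 YPE, WHI3x4 YPD and WHI3x4 YPE. Every value below is the log2 ratio of mutant over WT unless another unit is given, with the SD over the 2 arrays of a group.

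Between 91.8% and 95.7% of the gene spots were well above background in the mutant channel, and between 93.9% and 98.3% in the WT channel. The median mutant signal lay between 1258 and 1649 units against a median background of at most 35.5 units, and no gene spot was saturated. The median log2 ratio of the arrays lay between −0.01 and 0.01. Outlier spots were few on 6 arrays, but made up 10.7% and 3.74% of the gene spots on the 2 WHI3x4 YPE arrays. Across genes, which are not independent replicates, the log2 ratios of the 2 arrays of a group had a Pearson r of 0.944 in whi3 YPD, 0.932 on the arrays labelled whi3 YPE, 0.900 in WHI3x4 YPD and 0.820 in WHI3x4 YPE. The median difference between the arrays of a group was 0.07, 0.07, 0.06 and 0.11 in the same order, in each group larger than the median difference between duplicate spots on either of its own arrays.

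WHI3 itself was examined first, as it checks the labels. Its probe lies on chromosome 14, from 267842 to 267901 (sacCer1), within the reading frame of YNL197C. WHI3 was −1.22 ± 0.01 (SD, n = 2) in whi3 YPD (limma adjusted p = 0.000230), so that 42.9% of the WT signal was left at the probe. On the arrays labelled whi3 YPE it was −0.07 ± 0.10 (SD, n = 2), which was not called (limma adjusted p = 0.626). The deletion is thus not seen at the WHI3 probe on these arrays, which are written below as the arrays labelled whi3 YPE, and this limit holds for each direction taken from them. The whi3 minus WHI3x4 contrast and the medium difference in whi3 include these arrays and carry the same limit. WHI3 was 2.04 ± 0.16 in WHI3x4 YPD and 2.26 ± 0.35 in WHI3x4 YPE (SD, n = 2 each), with limma adjusted p of 0.000105 and 8.1e-05. The alternative that moved these WHI3 ratios most was normexp with loess, which gave 1.86 in WHI3x4 YPE. URA3, whose insertion marks both mutants, was 7.10 ± 0.05 in whi3 YPD, 6.15 ± 0.25 on the arrays labelled whi3 YPE, 7.55 ± 0.22 in WHI3x4 YPD and 7.03 ± 0.27 in WHI3x4 YPE. The Cy5 signal at the URA3 probe was between 0.480% and 1.64% of the Cy3 signal.

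CLN3, which encodes a G1 cyclin and is the best known Whi3 target, was measured by a probe on chromosome 1, from 65912 to 65971 (sacCer1), within YAL040C. CLN3 was −0.20 ± 0.04 in whi3 YPD (limma adjusted p = 0.0157) and 0.74 ± 0.10 on the arrays labelled whi3 YPE (limma adjusted p = 8.2e-05). In WHI3x4 it was −0.31 ± 0.05 in YPD (limma adjusted p = 0.00325) and 0.27 ± 0.09 in YPE (limma adjusted p = 0.00477). The direction thus followed the medium in both genotypes. In the whi3 minus WHI3x4 contrast, where the WT RNA cancels if it was the same, CLN3 was 0.29 higher in whi3 (SE 0.05, limma adjusted p = 0.00333). The genotypes lay closer in YPD (−0.20 and −0.31) than in ethanol (0.74 and 0.27), so the contrast rests mostly on the ethanol arrays. There WHI3 was not lowered in whi3. A difference in CLN3 between the genotypes within YPD alone was not tested. The alternative that moved CLN3 most was normexp with loess, which gave 0.48 on the arrays labelled whi3 YPE. The whi3 YPD call was lost without either array of that group, at −0.17 without replicate 1 and −0.23 without replicate 2. The WHI3x4 YPD call was lost without replicate 1 of that group, at −0.28.

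**Figure D1:**
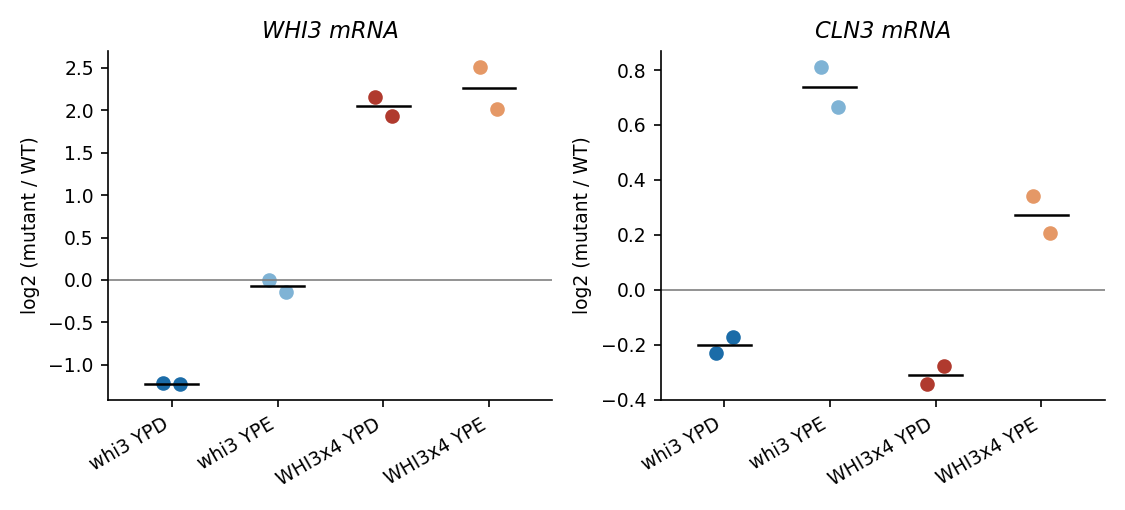
Log2 ratio of mutant over WT for WHI3 (left) and CLN3 (right) in the 4 groups; each point is 1 array and each line the mean of 2 arrays. WHI3 lies at −1.22 in whi3 YPD, near 0 on the arrays labelled whi3 YPE and at 1.93 or above on each WHI3x4 array, while CLN3 lies below 0 in YPD and above 0 in YPE.

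A list of 10 genes was fixed beforehand from the many that the study names. Of these, 8 were called in whi3 YPD, 6 on the arrays labelled whi3 YPE, 7 in WHI3x4 YPD, 8 in WHI3x4 YPE and 9 in the whi3 minus WHI3x4 contrast. The counts were the same adjusted over the list alone. As the study chose some of these genes from these arrays, this is not independent evidence. MBF1 was 1.13 ± 0.29 in whi3 YPD and 1.01 ± 0.11 on the arrays labelled whi3 YPE, against −0.52 ± 0.01 in WHI3x4 YPD and −0.46 ± 0.02 in WHI3x4 YPE. SML1 was 1.01 ± 0.06, 1.09 ± 0.01, −0.72 ± 0.10 and −0.35 ± 0.06 in the same order. All 8 of these values were called by limma. ECL1 was 1.81 ± 0.01 in whi3 YPD, 1.13 ± 0.18 on the arrays labelled whi3 YPE, 0.24 ± 0.12 in WHI3x4 YPD and −0.56 in WHI3x4 YPE. MTL1 was 1.81 ± 0.18 on the arrays labelled whi3 YPE and 0.71 ± 0.01 in WHI3x4 YPE, but 0.09 ± 0.29 in whi3 YPD (limma adjusted p = 0.483) and 0.37 ± 0.02 in WHI3x4 YPD. MID2 was 0.49 ± 0.05 in whi3 YPD and −0.51 ± 0.10 in WHI3x4 YPE, with no call in the other groups. PDR3 was 1.22 ± 0.08 in whi3 YPD and not called in the other groups. PHO84 was 3.72 ± 0.17 in whi3 YPD, −0.93 ± 0.14 in WHI3x4 YPD and −0.37 ± 0.18 in WHI3x4 YPE, and was not called on the arrays labelled whi3 YPE. WHI4, a homolog of WHI3, was called only on the arrays labelled whi3 YPE, at 0.23 ± 0.05.

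Across all genes, limma called 3729 of 6012 genes in whi3 YPD, 1851 higher and 1878 lower. It called 3954 of 6010 on the arrays labelled whi3 YPE, 1957 higher and 1997 lower. In WHI3x4 it called 3443 of 6040 genes in YPD and 3684 of 6039 in YPE. The numbers fell to 214, 164, 121 and 178 for genes that changed at least 2 fold. Of these, more were lower than higher in each group: 120 and 94, 102 and 62, 86 and 35, and 122 and 56. In the whi3 minus WHI3x4 contrast, 3810 of 5978 genes were called, 1922 higher and 1888 lower in whi3. There, 169 differed at least 2 fold, 89 higher and 80 lower in whi3. Most called differences were small: the median size was 0.33 in whi3 YPD and 0.34 in the contrast. The alternative that moved a count most left medium out of the fit, which gave 1363 genes in the contrast. These counts also depend on single arrays. The WHI3x4 YPD count fell to 1561 without replicate 1 of that group and 2264 without replicate 2, and the whi3 YPD count was 2433 without replicate 1 of that group. Because the spread comes from 2 arrays per group whose independence is not stated, the counts describe these arrays.

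**Figure D2:**
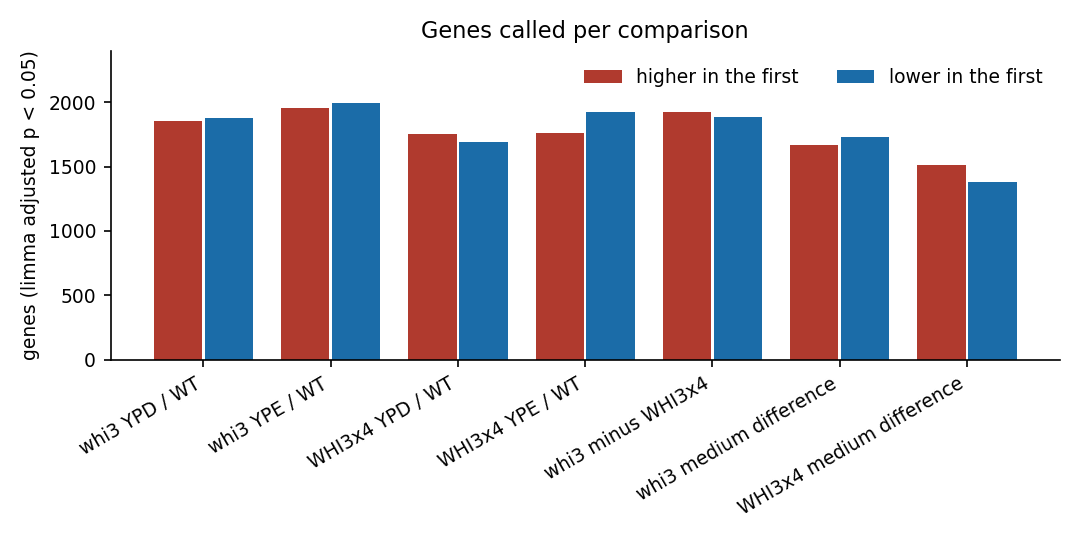
Number of genes called by limma in each comparison (vertical axis, genes); red bars count genes higher and blue bars genes lower in the mutant, in whi3 for whi3 minus WHI3x4, and in YPD for the medium differences. Among all calls, whatever their size, higher and lower were near equal, for example 1851 and 1878 in whi3 YPD.

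The genes that rose most in whi3 YPD were URA3, PHO84 and ZRT1 (3.35 ± 0.02), and those that fell most were COX3 (−3.08 ± 0.91), URA1 (−2.65 ± 0.19) and GRE1 (−2.52 ± 0.11). On the arrays labelled whi3 YPE these were URA3, AI5_BETA (2.75 ± 0.55) and RRT5 (2.60 ± 0.16) for rises, and YCL021W-A (−2.22 ± 0.03), SUL1 (−1.98 ± 0.27) and YER138W-A (−1.92 ± 0.04) for falls. In WHI3x4 YPD, URA3, YNL198C and ZRT1 (2.78 ± 0.02) rose most, while TPO2 (−3.12 ± 0.03), URA1 (−2.97 ± 0.07) and YRO2 (−2.77 ± 0.01) fell most. The WT channel of YNL198C was well above background on 1 of 2 arrays, where the ratio was 5.03. Over both arrays YNL198C was at least 15.5-fold higher, so its rank among the rises is uncertain. In WHI3x4 YPE, YNL198C had only a bound, which lay above the ratio of ZRT1, and was left out of the ranking. Among genes with a measured value there, URA3, FLO11 (5.44 ± 0.29) and ZRT1 (3.51 ± 0.08) rose most, while CHA1 (−2.43 ± 0.41), YOR263C (−1.69 ± 0.36) and YKL030W (−1.67 ± 0.23) fell most. All of these had a limma adjusted p of at most 0.000397. COX3 and AI5_BETA are mitochondrial, and YER138W-A has a probe that maps to another chromosome than its reading frame, so both kinds are uncertain. In whi3 minus WHI3x4, CHA1 (2.87), PHM8 (2.72) and PHO84 (2.51) were highest, and WHI3 (−2.80), YHR214W (−2.30) and YAR066W (−2.29) lowest. The probes of YHR214W and YAR066W differ by 1 base, so these genes cannot be told apart here. With normexp and loess some of these ratios were much smaller: COX3 was −1.33, AI5_BETA 0.96, YOR263C −0.73 and YNL198C 2.17, which is below the bound given above.

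Correlations between groups were taken across genes without URA3. The r was 0.26 between whi3 YPD and the arrays labelled whi3 YPE, and 0.31 between the WHI3x4 groups. Within a medium it was 0.20 in YPD and 0.29 in YPE between the genotypes. Across both genotype and medium it was 0.00 for whi3 YPD with WHI3x4 YPE and −0.12 for the arrays labelled whi3 YPE with WHI3x4 YPD. Unchanged groups simulated against 1 shared WT RNA gave a mean r of 0.470 (0.403 to 0.631). The simulation split each gene's observed ratio size, beyond replicate spread, equally between WT and mutant RNA. That choice largely sets its r in advance. The lower correlations within a medium therefore decide nothing about a shared WT RNA.

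The 258 RIP-chip targets that were kept did not differ from the other genes in whi3 YPD, with a median difference of 0.02 (camera adjusted p = 0.295). They were higher by 0.11 on the arrays labelled whi3 YPE (camera adjusted p = 0.0150). In WHI3x4 the difference was −0.17 in YPD (camera adjusted p = 5.2e-05) and −0.19 in YPE (camera adjusted p = 2.7e-06). In whi3 minus WHI3x4 it was 0.23 (camera adjusted p = 2.7e-06). The alternative that moved these tests most was camera with an estimated correlation, where none of the 5 contrasts passed (adjusted p from 0.105 to 0.531), while all 5 passed with fry. Per array, the median difference was 0.07 ± 0.06 (SD, n = 4) for the whi3 arrays and −0.18 ± 0.03 (SD, n = 4) for the WHI3x4 arrays. This difference of 0.24 gave an exact permutation p of 0.0286, the smallest that 4 against 4 can give.

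**Figure D3:**
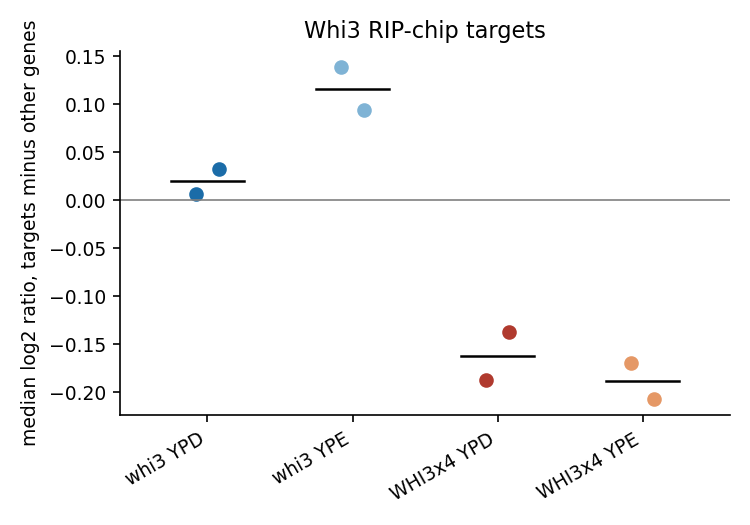
Median log2 ratio of the RIP-chip targets minus that of the other genes (vertical axis) on each array, with points for arrays and lines for the mean of 2 arrays. The 4 whi3 arrays lie between 0.01 and 0.14 and the 4 WHI3x4 arrays between −0.21 and −0.14.

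The study's rule for genes that respond to WHI3 was applied without its outside data set. It gave 46 genes that rose at least 2 fold in whi3 YPD, rose on the arrays labelled whi3 YPE and fell in at least 1 WHI3x4 group. The mirror rule gave 55 genes. Of the 46, 7 were RIP-chip targets (15.2%, against 4.28% of 5978 genes; two-sided Fisher's exact p = 0.00311), and 5 were in the PDR list and 1 in the PHO list. None of the 55 were targets (Fisher's exact p = 0.174). With normexp and loess the rules gave 34 and 23 genes. Genes are not replicates, so these p-values describe the lists.

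The fixed lists asked which processes moved. The PDR genes were 1.11 above the other genes in whi3 YPD (camera adjusted p = 0.00142). They did not differ on the arrays labelled whi3 YPE, where their median difference was −0.02 while their mean was 0.13 and the test pointed up. The PHO genes were 0.65 higher in whi3 YPD (camera adjusted p = 3.2e-05), and their difference was −0.34 in WHI3x4 YPD (camera adjusted p = 0.000861) and −0.37 in WHI3x4 YPE (camera adjusted p = 0.0307). The histone genes were 0.30 higher in whi3 YPD (camera adjusted p = 0.0340), and their difference was −0.46 in WHI3x4 YPD (camera adjusted p = 0.0106). The G2/M genes were 0.24 higher in whi3 YPD and 0.39 higher on the arrays labelled whi3 YPE (camera adjusted p = 0.00745 for each). In WHI3x4 YPE the G2/M genes did not differ, and their median difference of 0.04 had the opposite sign to their mean of −0.02. The M/G1 genes were 0.35 and 0.32 higher in whi3 YPD and on the arrays labelled whi3 YPE, against −0.35 in WHI3x4 YPE (camera adjusted p = 0.00138, 0.00802 and 0.000207). The G1/S genes were higher in ethanol in both genotypes, by 0.28 on the arrays labelled whi3 YPE (camera adjusted p = 0.0133) and 0.25 in WHI3x4 YPE (camera adjusted p = 0.00223), and not in YPD. The ribosomal protein genes were lower in all 4 groups, by a median difference of −0.26, −0.13, −0.32 and −0.10 in whi3 YPD, the arrays labelled whi3 YPE, WHI3x4 YPD and WHI3x4 YPE (largest camera adjusted p = 0.0126).

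In whi3 minus WHI3x4, the PDR genes were 0.66 (camera adjusted p = 0.0497), the PHO genes 0.64 (0.00138), the histone genes 0.61 (0.00314), the G2/M genes 0.40 (0.00255) and the M/G1 genes 0.70 (8.6e-05) higher in whi3. The G1/S and ribosomal protein genes did not differ (camera adjusted p = 0.808 for each). None of the called lists passed with an estimated correlation (adjusted p from 0.415 to 0.710), while all of them passed with fry except the ribosomal protein list on the arrays labelled whi3 YPE and in WHI3x4 YPE. The exact permutation test of 4 against 4 arrays gave 0.0286 for the PHO, histone, G2/M and M/G1 lists, which is 0.05 after adjustment over the 7 lists, and 0.143 for the PDR list. These permutation p-values carry the limit given above for the RIP-chip targets. The lists are not independent of the RIP-chip set: 2 PDR, 4 PHO, 2 histone, 1 G2/M, 5 M/G1 and 7 ribosomal protein genes were targets. The study's own table of responding genes held 7 of the 14 PDR and 4 of the 16 PHO genes. The study chose that table largely from these arrays, by a rise in whi3 YPD, and the PDR and PHO lists were taken up because of it. Their tests in whi3 YPD and in whi3 minus WHI3x4 are thus not independent evidence.

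**Figure D4:**
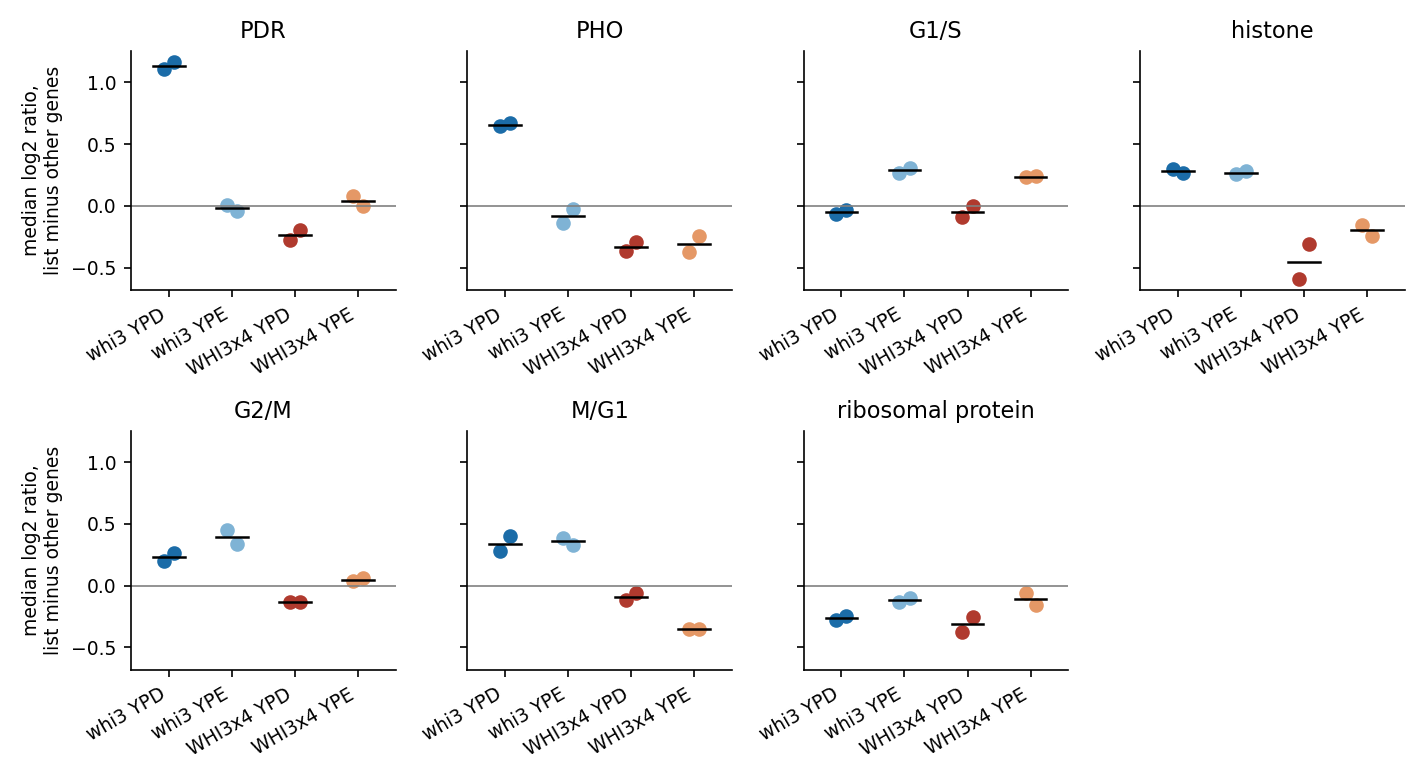
Median log2 ratio of each fixed list minus that of the other genes (vertical axis) on each array, with points for arrays and lines for the mean of 2 arrays. The PDR and PHO lists stand highest in whi3 YPD, with arrays at 1.10 and 1.17 for PDR and at 0.65 and 0.67 for PHO, and the histone and M/G1 lists are above 0 on all whi3 arrays and below 0 on all WHI3x4 arrays.

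Whether the effect of a mutant differed between media was tested as YPD minus YPE within a genotype. In whi3, 3395 of 5979 genes were called, of which 335 differed at least 2 fold. In WHI3x4, 2893 of 6027 genes were called, of which 266 differed at least 2 fold. Without WHI3x4 YPD replicate 1 the latter count was 1611. CLN3 was −0.94 in whi3 (SE 0.08, limma adjusted p = 0.000267) and −0.58 in WHI3x4 (SE 0.08, limma adjusted p = 0.00181). PHO84 was 3.72 in whi3 (SE 0.14, limma adjusted p = 3.7e-05) and −0.56 in WHI3x4 (SE 0.14, limma adjusted p = 0.0157). Medium lies in its own slide row, so row and medium cannot be told apart.

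Marker genes checked strain and medium. LYS2 was −0.20 in whi3 YPD, −0.51 on the arrays labelled whi3 YPE, −0.02 in WHI3x4 YPD and 0.62 in WHI3x4 YPE, while LEU2, HIS3 and MET17 were not well above background. The median of the MATa genes was −0.69, −0.77, −0.75 and −0.18 in the same order. That of the haploid genes was −0.30, −0.54, −0.04 and 0.08, and that of the MATalpha genes −0.42, −0.56, −0.57 and 0.40. Genes used for growth on ethanol had a median of 1.39 and 1.34 on the WHI3x4 YPD arrays and between 0.12 and 0.31 on the other 6. Of the glucose transporter genes, HXT1 was 0.66 in whi3 YPD, −0.83 in WHI3x4 YPD and −0.31 in WHI3x4 YPE, and not well above background on the arrays labelled whi3 YPE. HXT3 was 0.41, −0.14 and −0.14 in the first 3 of these groups and −0.69 on the arrays labelled whi3 YPE.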

Values the study reported

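By Q-PCR, the study reported that WHI3 mRNA was about 4 fold over WT in the WHI3x4 strain. The study reported 262 Whi3 targets by RIP-chip. It reported 34 genes that met its rule for a rise in whi3 and a fall in WHI3x4 exactly or closely, of which 8 (24%) were RIP-chip targets, and 6 genes for the opposite rule. By Q-PCR it reported that CLN3 mRNA was 1.4 fold in whi3 and 0.8 fold in WHI3x4, relative to WT. By RNA-Seq it reported 1.52 fold more CLN3 mRNA in whi3.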

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

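The tests of slide row, of CLN3 under other processing and without single arrays, of the probe and slide row of PHO84, and of signal in the WHI3x4 medium difference were chosen only after the result was seen.

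The effects of both mutants differed between media, by limma tests of YPD minus YPE. In whi3, 3395 genes were called, and in WHI3x4, 2893. Among the 10 listed genes that the study names, the difference in whi3 was −1.15 for WHI3, −0.23 for WHI4, −0.94 for CLN3, 0.50 for MID2, −1.72 for MTL1, 0.68 for ECL1, 1.34 for PDR3 and 3.72 for PHO84. In WHI3x4 it was −0.58 for CLN3, 0.51 for MID2, 0.79 for ECL1, −0.37 for SML1 and −0.56 for PHO84. The lists that differed by camera in whi3 were PDR at 0.96, PHO at 0.89, G1/S at −0.32 and ribosomal protein at −0.12. In WHI3x4 they were G1/S at −0.27 and ribosomal protein at −0.19. None of these list differences passed with an estimated correlation (adjusted p from 0.154 to 0.907). The differences in whi3 rest on the arrays labelled whi3 YPE, where WHI3 itself was not lowered.

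Lower signal on the ethanol arrays would place the calls among dim genes. In whi3, 57.2% of the genes in the brightest quartile were called and 56.5% in the dimmest, which argues against it. In WHI3x4, 46.6% in the brightest quartile and 55.5% in the dimmest were called, so dim signal is argued against as the whole cause but may add calls. Background correction and dye normalization are argued against, as 95.2% of the whi3 calls kept their sign and call with normexp and loess, and 2757 of 2893 did in WHI3x4. Slide row stays open and cannot be told apart from medium: a split of all 8 arrays by medium, which is also a split by row, called 926 genes. In ethanol, the WT channels of the 2 genotypes also differed, so the WT RNA may not have been the same, as described under the other observations. A true dependence on medium stays open, untested.

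For CLN3, background correction and dye normalization are argued against, as the difference in whi3 was −0.71 with normexp and loess and still called. One aberrant array is argued against too, since the difference closest to 0 with any array left out was −0.87, also called. The WT channel stays open as the source for CLN3, by signals read after the result was seen. On the whi3 arrays its Cy3 signal was 139 and 141 units in YPD and 145 and 142 in ethanol. The Cy5 signal of WT was 163 and 160 units in YPD but 83.7 and 94.4 in ethanol. On the WHI3x4 arrays both channels were lower in ethanol. For PHO84, a fault of its own probe is argued against by the other 15 PHO genes, whose median in whi3 YPD was 0.63 with 13 above 0. Slide row is argued against for PHO84, since the WHI3x4 arrays lie in the same rows and the difference there was −0.56, of the opposite sign. A response of PHO genes to the deletion that depends on medium stays open, as do differences between cultures. No outlier test was made, as each group holds 2 arrays.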

How the results depend on the processing

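Leaving medium out of the fit and leaving out targets in a fixed list were chosen after the data were seen; the other alternatives were planned. Across 64 results fixed in the design and 956 alternatives, 898 kept direction and side of the threshold (counts within 1.5 times), 38 lost a call, 13 gained one, 7 counts moved by more and 0 reversed. Across 217 values of named genes and 3608 alternatives, 3489 kept both, 83 lost a call, 36 gained one and 0 reversed. The cause was not tested where none is given. The replicate number as a block changed no call of the design results and moved no count by over 1.5 times. The whi3 minus WHI3x4 count was 3737 with the block. Replicate differences correlated at 0.07, 0.13, −0.03, 0.01, 0.13 and 0.20 across pairs of groups. Some of these exceed the set minimum of 0.1 for a pairing and others do not, so whether the numbers are a pairing is not settled.

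Over single arrays left out, the count ran from 2433 to 4029 in whi3 YPD, 1561 to 3777 in WHI3x4 YPD and 1611 to 2962 in the WHI3x4 medium difference; the fewer arrays in a group explain lower counts. With only the groups compared in the fit, WHI3x4 YPE gave 2169. With medium left out, whi3 minus WHI3x4 gave 1363. With normexp and loess, the mirror screen gave 23.

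Over single arrays left out, CLN3 ran from −0.23 to −0.17 in whi3 YPD and −0.34 to −0.28 in WHI3x4 YPD, and lost its call at −0.17 and −0.23 (adjusted p 0.143 and 0.0651), and −0.28 (0.0546). The WHI3 medium difference in WHI3x4 ran from −0.47 to 0.0326, and was called at −0.47 without WHI3x4 YPE replicate 2; it was called with the authors' table at −0.37 (0.0170).

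With fry, the RIP-chip set was called in whi3 YPD at 0.0226 (0.00274). With an estimated correlation it was lost on the arrays labelled whi3 YPE at 0.13 (0.230), in WHI3x4 YPD at −0.17 (0.106), in WHI3x4 YPE at −0.19 (0.105) and in whi3 minus WHI3x4 at 0.24 (0.105).

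Of the fixed lists, histone on the arrays labelled whi3 YPE was called with normexp and loess at 0.32 and with fry at 0.28. Over single arrays left out it ran from 0.26 to 0.28, and was called without either WHI3x4 YPD replicate, at 0.28. PDR in whi3 minus WHI3x4 lost its call with the authors' table at 0.66 and with no dim filter at 0.64, and over single arrays ran from 0.63 to 0.69 and lost its call without whi3 YPD replicate 1 or either WHI3x4 YPE replicate (adjusted p up to 0.0906). PHO in WHI3x4 YPE ran from −0.37 to −0.24 and ribosomal protein in WHI3x4 YPE from −0.15 to −0.0598, each lost once. With fry, calls were gained for G1/S in whi3 YPD at −0.0731, PHO on the arrays labelled whi3 YPE at −0.0520, PDR, G1/S, G2/M and M/G1 in WHI3x4 YPD at −0.24, −0.0688, −0.13 and −0.0705, and lost for ribosomal protein at −0.14 on the arrays labelled whi3 YPE and −0.11 in WHI3x4 YPE. With an estimated correlation, the lost calls were, in whi3 YPD, PDR 1.11, PHO 0.63, histone 0.30, G2/M 0.24, M/G1 0.35 and ribosomal protein −0.26; on the arrays labelled whi3 YPE, G1/S 0.29, G2/M 0.39, M/G1 0.32 and ribosomal protein −0.14; in WHI3x4 YPD, PHO −0.37, histone −0.46 and ribosomal protein −0.31; in WHI3x4 YPE, PHO −0.39, G1/S 0.24, M/G1 −0.35 and ribosomal protein −0.11; and in whi3 minus WHI3x4, PDR 0.66, PHO 0.78, histone 0.61, G2/M 0.40 and M/G1 0.70.

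The slide as a block was not run, as all arrays lie on 1 slide, nor were the GCAU and CGUA alternatives, for want of a genome. Signal over background limited the dim genes: between 217 and 742 gene spots per array were well above background in neither channel.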

Other observations

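The tests of the WHI3, URA1, URA3, YNL198C, ethanol, mating type, GCAT and group correlation patterns, and of other splits of the arrays, were chosen only after the result was seen, and URA1, URA4, URA10, YNL198C, SLZ1, GCR2 and YNL195C were chosen for a closer look after values were seen (URA1 and YNL198C also fall under the rule for naming genes).

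WHI3 was not lowered on the arrays labelled whi3 YPE. RNA from WHI3x4 cells is argued against, since the highest URA3 Cy3 signal there was 3803 units while the lowest on a WHI3x4 array was 25898. RNA from WT cells is argued against by a URA3 log2 ratio of at least 5.97, as WT lacks URA3. Dilution with WT RNA is argued against, since the URA3 Cy3 signal in ethanol was 0.803 of that in glucose for whi3 and 0.708 for WHI3x4. Spots near background are argued against, as the WHI3 signal was at least 15.7 times the lowest signal well above background. Signal at the probe that is not WHI3 mRNA stays open: 42.9% of the WT signal was left in whi3 YPD, where the gene is deleted, and how much of it there may be in ethanol is not known.

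The ratios of the genotypes in 1 medium correlated across genes. Dye bias of single genes would give the same correlation across media, but r was −0.12 between the arrays labelled whi3 YPE and WHI3x4 YPD, which argues against it. The WT RNA shared by the genotypes stays open: the medium differences of the genotypes had an r of 0.405. Simulated unchanged groups gave 0.470, but that value was largely set in advance by the equal split and decides nothing. No biological explanation was tested.

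In whi3 minus WHI3x4, a fit of 2 groups of 4 arrays without medium called 1363 genes. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many, the real one, but this cannot exclude chance. All but 3 of the splits break groups, which adds the differences between groups to the residual spread and keeps their counts low. Of the 3 that keep groups whole, the split by medium gave 926 and the remaining one gave 1.

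URA1 fell in both genotypes in glucose, to −2.65 in whi3 YPD and −2.97 in WHI3x4 YPD, and less in ethanol. A direction set by the dose of WHI3 is argued against by that shared sign. The URA3 marker in the mutants, which WT lacks, may lower genes of uracil synthesis, and the median of URA1, URA4 and URA10 was −1.56 in whi3 YPD and −1.69 in WHI3x4 YPD. Against this, the marker is in the mutants in ethanol too, where the median was −0.07 on the arrays labelled whi3 YPE and 0.02 in WHI3x4 YPE, and URA10 was 0.20 in whi3 YPD. These 3 genes did not move together, and URA1 itself was still −0.85 on the arrays labelled whi3 YPE and −1.41 in WHI3x4 YPE. An effect of the marker stays open as a hypothesis.

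The Cy5 signal at URA3 was higher on the WHI3x4 arrays, where Cy3 was also higher, than on the whi3 arrays. Within a genotype Cy5 did not always follow Cy3 across media. URA3 mRNA in the WT RNA would give like Cy5 signals on arrays of 1 medium, but these were 28.0 and 39.4 units in whi3 YPD and 319 and 357 units in WHI3x4 YPD. The lowest on any WHI3x4 array was 223 units. This argues against it. Cy3 signal read in the Cy5 channel stays open: at YNL198C, with high Cy3 and little WT signal, the Cy5 share of Cy3 reached 3.26%, but those spots were near background and decide nothing. If it holds, the URA3 ratios understate the change.

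YNL198C and SLZ1, which lie beside WHI3, were raised in WHI3x4. In YPD, YNL198C was at least 15.5-fold and in YPE at least 24.4-fold higher, though with normexp and loess it was 2.17 on the log2 scale in YPD, below that bound, while SLZ1 was 1.78 and 1.93 on the log2 scale, with the WT channel of WHI3x4 YPD replicate 2 not well above background. An extra copy of chromosome 14 is argued against, as its median log2 ratio was at most 0.0387 in size on the 4 WHI3x4 arrays. Copied flanks of WHI3, or transcripts running on from the copies, may explain it, but stay open. The next genes out, GCR2 and YNL195C, reached 0.78 (YNL195C in YPE), while YNL195C was −0.82 in YPD.

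Genes used on ethanol were raised in WHI3x4 YPD, with MLS1 at 2.46, JEN1 at 2.28, PCK1 at 1.96, FBP1 at 1.36 and ADH2 at 0.79, but ICL1 at 0.06 and ACS1 at 0.10. A genome-wide shift of a culture past its glucose is argued against. The ratios of the arrays had an r across genes of −0.00131 and −0.0554 with the ethanol against glucose axis. The glucose transporter genes HXT1 at −0.83 and HXT3 at −0.14 in WHI3x4 YPD go with such a culture, so a smaller shift stays open. An effect of extra WHI3 on the genes used on ethanol stays open too, untested.

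MATa genes were lower on 6 arrays, with medians from −0.86 to −0.61, and at −0.25 and −0.15 in WHI3x4 YPE. Diploid cells in the culture would lower genes expressed in all haploid cells as far. In WHI3x4 YPD the haploid median was −0.0381, which argues against diploid cells. This test took the place of the MATa median after values were seen. In whi3 it was −0.30 in YPD, where the MATa median was −0.69, and −0.54 on the arrays labelled whi3 YPE, where the MATa median was −0.77. The haploid medians thus fell less far, but the genes of the 2 lists overlapped. In whi3 YPD the haploid genes ran from −1.40 to −0.02 and the MATa genes from −1.40 to −0.44. On the arrays labelled whi3 YPE they ran from −0.80 to 0.06 and from −1.60 to −0.41. The medians therefore cannot decide on diploid cells in whi3, which cannot be told apart from an effect of the mutant.

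Both channels of whi3 YPD replicate 2 stood apart from the other glucose arrays. The WT channel differed from theirs by a median of 0.25 to 0.31 on the log2 scale, against 0.05 to 0.13 among them, and the shifts of the WT and mutant channels had an r of 0.880 across genes. The ratio, in which a shift shared by both channels cancels, correlated with that of replicate 1 at an r of 0.944. A culture further toward the ethanol state and hybridisation stringency were both tested by correlation with the WT shift across genes. The r was 0.123 with the ethanol axis and −0.175 with probe GC content. These values decide neither, and both stay open. In ethanol, WT channels differed by 0.10 to 0.18 within a genotype and 0.31 to 0.37 across genotypes, so the WT RNA may not have been the same for both, and the whi3 minus WHI3x4 contrast holds that difference.

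RIP-chip targets were higher in whi3 than in WHI3x4. Their signal level is argued against: the target median was 0.22, and 10000 random lists matched on signal reached at most 0.0851. A biological effect of Whi3 on its targets stays open as a hypothesis, with the set test lost under an estimated correlation.

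Of all words of 4 bases in the 60-base probes, GCAT ranked 2 for a higher whi3 minus WHI3x4 difference of genes whose probe holds it, at 0.07 over 932 genes. Composition of the probes stays open: the other 23 words with 1 of each base had a median rank of 118, but CGTA, the control word, ranked 6 at 0.04. The word counts here cover only the probe.

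Of the 46 genes that rose by the screen, 27 are also in the study's own table. The share of RIP-chip targets was 15.2%. That is lower than the value quoted from the study above. The count by the mirror rule was 55. That is higher than the value quoted from the study above. CLN3 in whi3 YPD was −0.20 on the log2 scale, which is a fall. Both fold values for whi3 quoted from the study above are rises, so the direction is opposite. The study's RNA-Seq used diploid cells. It also had further CLN3 measurements, among them mRNA half-life, which are not compared here. In WHI3x4 YPD, CLN3 was −0.31 and WHI3 2.04 on the log2 scale. Both are close to the values quoted from the study above.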
